A study of Mus musculus with 22 samples.

How the data were processed

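Messenger RNA was measured in 22 mouse samples that fell into 6 groups by genotype and by source. The genotype was either intact Dnmt1, flanked by loxP sites (control), or Dnmt1 deleted by a Cre recombinase driven by Prrx1 (cKO). The 14 culture samples came from primary chondrocytes of knee cartilage. They comprised 3 control and 3 cKO samples without treatment (day 0), and 4 control and 4 cKO samples after 3 days of bone morphogenetic protein 2 (BMP2), given in the labels as 100 ng/µl (day 3). The 8 tissue samples came from cartilage of mice at postnatal day 5, with 4 control and 4 cKO samples, and had been digested with collagenase to remove other connective tissue, per the labels. Within each tissue genotype, replicates 1 and 2 were labelled male and replicates 3 and 4 female. The culture samples carried no sex, litter or batch label. Each sample's group was taken from its labels.

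The culture libraries were made with a stranded kit from total RNA, per the labels' protocols. The cartilage libraries were made with a barcoded 3′ method (BRB-seq), in which each oligo-dT primer carries a sample barcode and a unique molecular identifier (UMI), per the labels' protocols. The aligner, the counting tool, the genome build and the annotation were not stated in the labels or the file headers. It was also not stated whether UMIs were collapsed. The authors deposited estimated counts per gene for the cultures, in 1 table for day 0 and another for day 3. Some of these estimated counts were not whole numbers, and they were rounded to whole numbers before any test. For the cartilage samples the authors deposited counts in both of these forms: as whole-number counts per gene, used here as the main values, and as estimated counts per gene, used here as an alternative. The whole-number table listed ribosomal RNA genes, which held 9.96 to 23.6% of the counts per library, while the estimated counts held none. A deposited list gave the library pool of each barcode: all 4 control libraries lay in pool 1 and all 4 cKO libraries in pool 2. Pool and genotype therefore cannot be told apart within the cartilage comparison. The number of per-sample columns left unused was 0.

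Gene positions and types came from the GENCODE mouse release M21 on the build GRCm38, a reference that may differ from the one the authors used. Of 34866 gene identifiers in the culture tables, 34582 matched this annotation by identifier. Of 23911 identifiers in the whole-number cartilage table, 23884 matched, and all 23884 lay on the chromosome that the table itself gave.

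The total count per sample ran from 41749327 to 51741478 at day 0, from 14434197 to 18918714 at day 3, and from 1100198 to 1888896 in the whole-number cartilage table. A gene was treated as at the floor in a library when it had at most 3 counts. This floor corresponded to 0.058 to 0.072 CPM (counts scaled to a common library total) at day 0, 0.159 to 0.208 CPM at day 3 and 1.59 to 2.73 CPM in cartilage. Floors cover counting error only. Replicates were compared by a chi-square test of their counts over genes. The chi-square per degree of freedom ran from 4.02 to 149.5, so no pair of replicates was as close as sampling noise alone would make it, and each library counted as 1 sample.

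The main test was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, filterByExpr at its settings of 10 counts and 15 in total, and Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.05. Unless another tool is named, every adjusted p of a gene is from this test. The genotype effect was fitted separately at day 0, at day 3 and in cartilage, each on its own samples, with sex as a covariate in cartilage. A fit of the 14 culture samples in 4 groups gave the difference between the genotype effects at day 3 and day 0 (the interaction) and the change from day 0 to day 3 in each genotype. Day, BMP2 treatment and count table changed together, so the change from day 0 to day 3 has no single source. A fit of the 8 cartilage samples in 4 groups gave the difference between the genotype effects of females and males. Log2 fold changes are cKO over control unless stated. Their standard errors (SE) were computed as the absolute log2 fold change divided by the square root of the F statistic. Means and SD of single genes are CPM scaled by the TMM factors. Where every library of 1 group was at the floor, the fitted log2 fold change depends on the prior count, and a lower bound of the fold was computed against the floor.

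The design, the gene lists, the alternatives and the rule for named genes were fixed before the data were examined. The rule named up to 5 rising and 5 falling genes per comparison, with the largest absolute log2 fold change among called genes with a mean log2 CPM of at least 1 and no overlap between the groups. It also named up to 10 genes called in the same direction in all 3 genotype comparisons, the DNA methylation machinery, Xist and 4 Y-linked genes, and called members of the cartilage matrix, hypertrophic, glycolysis and germline lists. It further named list members called the same way in at least 2 of the 3 genotype comparisons. Only part of the genes this rule allows are named in the text, and genes named outside it are said to be so.

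There were 21 gene lists: 14 for processes and gene classes, and 7 for other cell types (red blood cells; skeletal muscle; myeloid cells and osteoclasts; fibroblasts, synovium and tendon; osteoblasts; endothelium; adipocytes). No gene stood in more than 1 list. Lists with at least 5 genes tested were tested with camera from limma 3.58.1 at a preset inter-gene correlation of 0.01, with adjustment over the lists of a comparison. Fry and camera with the correlation estimated from the data were the alternatives. A score per library, the mean log2 CPM of a list's genes, was compared between groups with a two-sided exact permutation test. The smallest p that this test can give is 0.1 for 3 against 3 and 0.0286 for 4 against 4.

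The alternatives were DESeq2 size factors within edgeR, DESeq2 1.42.0 with its own size factors and independent filtering, limma-voom, no expression filter, a filter at 1 CPM, an absolute log2 fold change of at least 1, all 14 culture samples in a single fit, no sex covariate, the cartilage estimated counts, a replicate block, and leaving out each replicate in turn. Leaving out replicates for the shared genes, and the estimated counts for the lists and for Dnmt1, were added after the data had been seen. Other splits of the same libraries were refitted, at most 100 per result.

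The main test, DESeq2 and limma-voom were run on simulated counts with the real means, dispersions and library sizes, in which 200 genes with a mean log2 CPM above 3 were changed, 190 of which passed the filter in cartilage. The main test recovered 100% of them at day 0, 96.5% at day 3, 96.8% in cartilage and 96.0% for the interaction, and 4.66 to 6.98% of its calls were false. Each changed gene moved by at least 1 on the log2 scale. In the real data more genes were called and most of them changed by less, so these shares may not hold there. DESeq2 made 19.5% false calls in the day 3 simulation and 19.3% in that of the interaction, so its counts for those results are read with that limit. The simulation used only genes that passed the expression filter. As an alternative DESeq2 started from all genes with a count, so its share of false calls there may differ. Camera called 0 of 100 unchanged lists in each of the 3 genotype comparisons, but the simulation drew genes independently of each other. It therefore says nothing about lists whose genes vary together.

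Sequence shared between transcripts was searched with blastn 2.17.0, keeping alignments of at least 100 bp at 85% identity. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.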

Results

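The series title names bone length, energy metabolism and growth plate chondrocytes, and the samples compared mice or cells with and without the DNA methyltransferase gene Dnmt1. Messenger RNA was measured in 22 samples. Primary chondrocytes were sampled untreated at day 0 (3 control and 3 cKO samples) and after 3 days of BMP2 (4 control and 4 cKO samples). Cartilage taken at postnatal day 5 gave 4 control and 4 cKO samples, of which replicates 1 and 2 of each genotype were male and replicates 3 and 4 female. BMP2 is a growth factor used to drive chondrocytes towards maturation. The total count per sample was 46911436 to 50701451 in control and 41749327 to 51741478 in cKO cultures at day 0. At day 3 it was 14434197 to 18503545 in control and 16328692 to 18918714 in cKO cultures. In cartilage it was 1176317 to 1888896 in control and 1100198 to 1222358 in cKO samples. Depth was lower in cartilage, and fewer genes could be tested there: 8793 passed the expression filter, against 15530 at day 0 and 13924 at day 3. All control libraries of cartilage were in a different library pool from all cKO libraries, so that no comparison of genotype within a pool could be made there.

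The first question was whether Dnmt1 transcript was reduced in each setting. The gene (ENSMUSG00000004099) lies on chromosome 9, 20907209 to 20959888, in the annotation on GRCm38. The build the authors used was not stated. At day 0 its level was 158.9, 147.1 and 148 CPM in control replicates 1 to 3 and 26.3, 25.7 and 31.3 CPM in cKO replicates 1 to 3. The means were 151.3 ± 6.61 CPM (SD, n = 3) and 27.8 ± 3.09 CPM (SD, n = 3), a log2 fold change of −2.44 (SE 0.0718, edgeR adjusted p 1.62e-08). At day 3 the control replicates 1 to 4 had 83.5, 64.9, 65.9 and 69.0 CPM, and the cKO replicates 1 to 4 had 35.5, 36.4, 22.97 and 11.6 CPM. The means were 70.8 ± 8.63 and 26.6 ± 11.8 CPM (SD, n = 4 each; log2 fold change −1.41, SE 0.314, edgeR adjusted p 0.00625). In cartilage the control replicates 1 to 4 had 45.8, 40.96, 48.6 and 34.5 CPM, and the cKO replicates 1 to 4 had 11.8, 13.1, 14.3 and 13.8 CPM. The means were 42.5 ± 6.18 and 13.2 ± 1.09 CPM (SD, n = 4 each; log2 fold change −1.66, SE 0.201, edgeR adjusted p 6.34e-05). In every setting each cKO sample was below each control sample. Without single replicates the log2 fold change ranged from −2.54 to −2.39 at day 0, from −1.60 to −1.17 at day 3 and from −1.81 to −1.58 in cartilage. The estimated counts of cartilage gave a smaller fall, from 52.9 ± 7.60 to 30.6 ± 3.30 CPM (SD, n = 4 each; log2 fold change −0.78, adjusted p 0.0108).

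**Figure D1:**
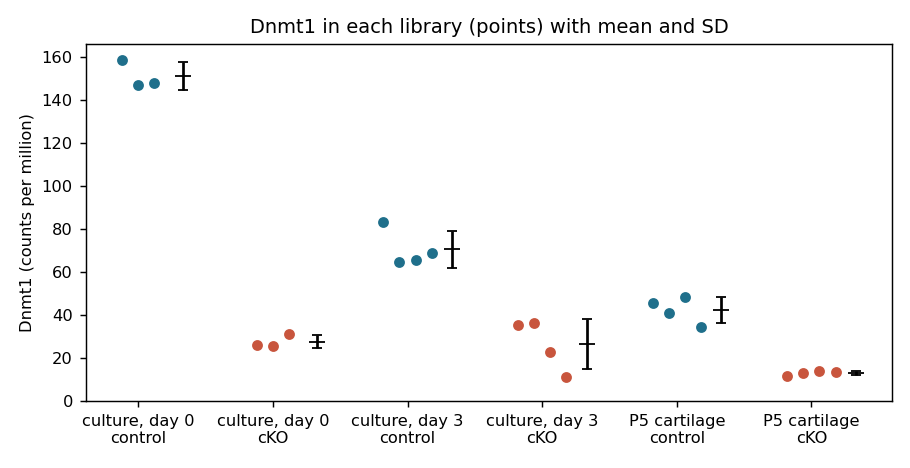
Dnmt1 transcript level in CPM scaled by the TMM factors, with 1 point per library and the mean and SD of each of the 6 groups. Every cKO library lies below every control library of the same setting.

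Other genes of the DNA methylation machinery moved less uniformly. Tet1 was lower in the cKO cultures at day 0 (log2 fold change −1.08, adjusted p 2.56e-05) and at day 3 (−3.04, adjusted p 5.03e-05), and so was Tet3 (−0.52 and −1.08, adjusted p 4.81e-06 and 7.9e-04). Neither was called in cartilage (adjusted p 0.281 and 0.651). Dnmt3a was called lower at day 3 alone (−0.76, adjusted p 0.00209). Its log2 fold change at day 0 was −0.00 (adjusted p 0.954) and in cartilage 0.20 (adjusted p 0.392). Uhrf1 was higher at day 0 (0.86, adjusted p 2.7e-06), but not called when all 14 cultures were fitted together (adjusted p 0.0705). At day 3 it had a log2 fold change of 0.86 and was not called (adjusted p 0.115), but without cKO replicate 4 the value was 1.15 (adjusted p 0.00133). Uhrf2 was called higher at day 3 alone (0.40, adjusted p 0.00145). Dnmt3l was higher at day 0 (0.79, adjusted p 0.00928) and at least 11.99-fold higher at day 3, with the call at day 0 lost under DESeq2 (adjusted p 0.0727). Tet2 was called in none of the 3 comparisons, and Dnmt3b in neither culture. Uhrf1, Dnmt3b and Dnmt3l did not pass the filter in cartilage, so no difference was detectable there at this depth.

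The next question was how far the transcriptome differed between the genotypes. At day 0, 10023 of 15530 genes tested were called, 5119 higher and 4904 lower in cKO cultures. Of these, 1756 were higher and 742 lower by at least 1 on the log2 scale. The 3 samples of each genotype did not overlap for 9898 of the called genes (98.8%). Fitting all 14 culture samples together moved the count most among the alternatives that kept the threshold, to 6260. At day 3, 6693 of 13924 genes were called, 3551 higher and 3142 lower, with 1848 and 842 of them past 1 on the log2 scale. For 6138 of these genes (91.7%) the groups of 4 did not overlap. The common biological coefficient of variation was 0.0774 at day 0 and 0.220 at day 3, so the replicates of day 0 were closer to each other. At day 3, cKO replicate 4 stood apart. Its pairs had a chi-square per degree of freedom of 134.2 to 149.5, against 7.894 to 11.62 for the other cKO pairs. For cKO pairs at day 0 it was 12.13 to 17.39. Control pairs had 12.09 to 32.47 at day 3 and 5.952 to 10.54 at day 0. Depth differed between the days. In cartilage 544 of 8793 genes were called, 277 higher and 267 lower, with 169 and 69 of them past 1 on the log2 scale, and 474 of them (87.1%) did not overlap. Leaving out the expression filter gave 1044 calls in cartilage, and leaving out cKO replicate 4 gave 362.

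The largest rises and falls were taken among called genes with a mean log2 CPM of at least 1 and no overlap between the groups. Several of these rises started from control groups in which every library was at the floor of 3 counts. At day 0, 4930550L24Rik was at least 748.6-fold higher in cKO cultures, Dcaf8l at least 690.8-fold, Gm15930 at least 233.7-fold, Gm5128 at least 190.5-fold and Myod1 at least 172-fold. The largest falls were of Sfrp5, from 11.9 ± 3.14 to 0.360 ± 0.151 CPM (SD, n = 3), Slc2a5 (log2 fold change −3.79), Matn1 (−3.76), Magel2 (−3.63) and Serpina3n (−3.57). At day 3, Myh3 was at least 1322-fold higher, Myl1 at least 1063-fold, Gm10693 at least 412.1-fold, 4930550L24Rik at least 351-fold and Serpinb1c at least 256.5-fold. The largest falls at day 3 were of Matn1 (−6.13), Sfrp5 (−5.63), Cmtm5 (−4.88) and Serpina3c (−4.78), and Pcp4 was at least 24.7-fold lower. In cartilage, Vmn2r63 was at least 48.4-fold higher, Dcaf8l at least 34.6-fold, Serpinb1c at least 33.1-fold, Dazl at least 32.3-fold and Tex19.1 at least 17.9-fold. Among genes without such overlap, the largest fall in cartilage was of Mmp9, from 156.7 ± 87.9 to 6.34 ± 10.4 CPM (SD, n = 4). Acp5 (−3.42), Wfdc1 (−2.02), Rgs5 (−1.68) and Dnmt1 itself followed. Wfdc1 lost its call without control replicate 4 (−1.90, adjusted p 0.0519) or cKO replicate 4 (−1.88, adjusted p 0.0704). Rgs5 lost its call without control replicate 4 (−1.32, adjusted p 0.0552).

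Some abundant genes rose by far more in estimated counts than in whole-number counts, and they were chosen after values were seen. Noct rose from 103.7 ± 11 to 37240 ± 1602 CPM at day 0 (SD, n = 3; log2 fold change 8.49) and by 7.66 at day 3. Slc38a6, Sirt5, Rab3gap1 and D10Wsu102e rose by 7.82, 6.81, 5.91 and 5.87 at day 0. In all, 16 such genes took 8.52 to 9.13% of the counts in cKO cultures at day 0, against 0.0574 to 0.0586% in control cultures. At day 3 they took 4.88 to 9.13% against 0.0675 to 0.0898%. In cartilage the share was 11.2 to 13.7% against 0.0607 to 0.0910% in the estimated counts, but 0.0874 to 0.0979% against 0.0196 to 0.0238% in the whole-number counts. Transcripts of 14 of the 16 shared sequence with another of them, over up to 3497 bp at 95.5% identity. Their levels are therefore not read as those of single genes.

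**Figure D2:**
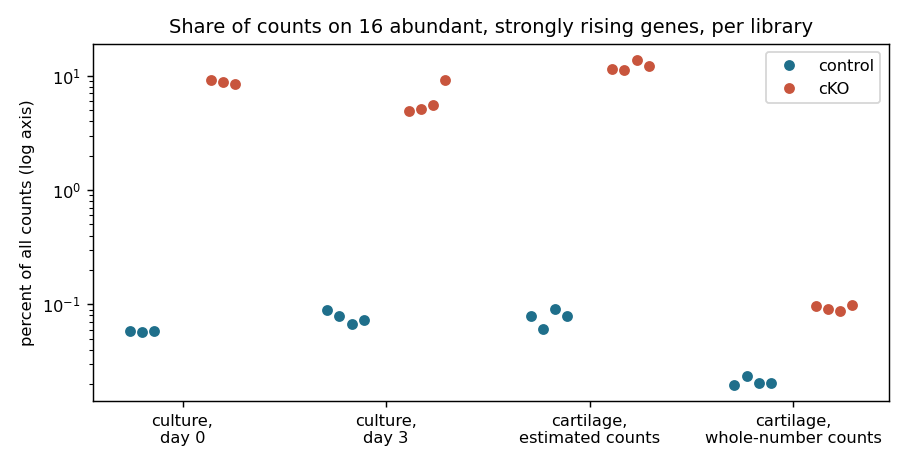
Share of all counts, in percent on a log axis, taken by 16 genes in each library of the 4 count tables. The cKO libraries lie above the control libraries in each table, and the estimated counts of cartilage lie far above its whole-number counts.

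The genotype effects were then compared across settings, which shared no library. Log2 fold changes at day 0 and day 3 had a Pearson r of 0.825 and a Spearman rho of 0.683 across 13758 genes. Between day 0 and cartilage r was 0.576 and rho 0.244 across 8417 genes, and between day 3 and cartilage r was 0.475 and rho 0.165 across 8371 genes. Genes are not independent replicates, so these values carry no p. With the log2 fold changes of DESeq2, r fell to 0.597 for day 0 and day 3. Of the genes called in both settings, 4979 of 5329 (93.4%) had the same direction at day 0 and day 3. Between day 0 and cartilage it was 336 of 428 (78.5%), and between day 3 and cartilage 258 of 331 (78.0%). Among 8365 genes tested in all 3 settings, 227 were called in the same direction in every one, 125 of them higher. Independent calls would give 16.7 higher in every one and 27.5 lower. Shared genes were ranked by their smallest absolute log2 fold change over the 3 settings. The first 10 all rose: Dcaf8l, Tex19.1, Serpinb1c, Gm364, Gm45861, 4930550L24Rik, Dpep3, Sohlh2, Gm16570 and Trap1a. Tex19.1, for example, was at least 837.7-fold higher at day 0, at least 243.8-fold at day 3 and at least 17.9-fold in cartilage.

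**Figure D3:**
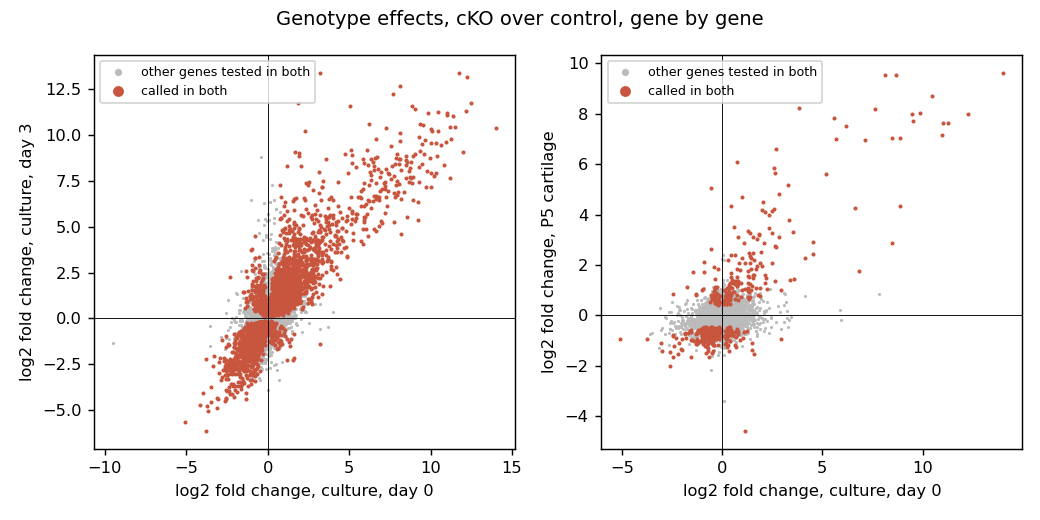
Log2 fold change of cKO over control for each gene, day 0 against day 3 (13758 genes) and day 0 against cartilage (8417 genes). Red points are genes called in both settings, of which 93.4% and 78.5% had the same direction.

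Gene lists were tested next, with camera at its preset correlation. It called 9 of 17 lists tested at day 0, 8 of 18 at day 3 and 6 of 17 in cartilage. Fry also called all 9, all 8 and 5 of these 6, and called 11, 13 and 5 lists in all. Fry asks whether the genes of a list differ in 1 direction at all, and camera whether they do so more than other genes. With the correlation estimated from the data 0, 1 and 2 of them held: germline genes at day 3, and germline genes and the interferon response in cartilage. At day 0, 3 lists had an unadjusted p under 0.05 with the estimated correlation. Other splits of the same libraries also called many lists, most of them splits that exchanged a single cKO library and so kept part of the genotype contrast. The counts of called lists are therefore read with caution, and the directions and the calls of single genes are given with each list. The same lists were also scored per library and compared by two-sided exact permutation tests. None of the 21 scores passed 0.05 after adjustment in any setting. The smallest p the design allows is 0.1 at day 0, where no score could pass, and 0.0286 at day 3 and in cartilage, reached by 12 and 5 of the 21 scores.

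Glycolysis was lower at day 0, with a median log2 fold change of −0.55 over 22 genes (camera adjusted p 3.36e-04). Of these, 17 were called lower and 4 higher, and 21 were called when adjusted over the list alone. Hk2 (−1.08), Slc2a1 (−0.85) and Pgk1 (−0.78) fell, while Pfkp (0.74) and Pkm (0.40) rose. At day 3 the median was 0.28 and the list was not called (camera adjusted p 0.261). There 9 genes were called higher and 2 lower, and 12 were called when adjusted over the list alone. Without cKO replicate 4 the median was 0.37, still not called (camera adjusted p 0.137). The score of that library was 6.46, below the 6.499 to 6.805 of the controls, while the other 3 cKO libraries had 6.875 to 7.036. Pkm (1.12), Gapdh (0.73) and Slc16a3 (2.18) were higher. In cartilage the median over 19 genes was −0.46 (camera adjusted p 8.46e-06), and the score differed by −0.488 (exact permutation p 0.0286). Only 4 of these genes were called, all lower, and 10 when adjusted over the list alone. They were Eno1 (−0.84), Hk1 (−0.70), Pfkfb3 (−0.55) and Pkm (−0.46). Pkm had an adjusted p of 0.0492 and lost its call in each of the 8 fits that left out a replicate, with log2 fold changes of −0.54 to −0.39. Hk1 lost its call in 4 of those fits and Pfkfb3 in 4. Eno1 kept its call there but not in the estimated counts (−0.36, adjusted p 0.122). Among the other lists of energy metabolism, oxidative phosphorylation was called at day 0 with a median of −0.12 (camera adjusted p 0.0336), and not at day 3 (−0.08, 0.119) or in cartilage (0.02, 0.659). Camera called mitochondrially encoded genes in cartilage alone (0.28, camera adjusted p 0.00774), while fry also called them at day 3 (0.27, fry adjusted p 0.0121). At day 0 neither test called them (0.24, camera adjusted p 0.202, fry adjusted p 0.0503), though 9 of the 13 genes were called higher and 0 lower. The medians of the tricarboxylic acid cycle list (−0.08, 0.02 and −0.01) and of fatty acid oxidation (−0.10, 0.11 and 0.10) were not called by camera in any setting. Fry called fatty acid oxidation at day 3 (fry adjusted p 0.03), with 7 genes called higher and 5 lower. The hypoxia response was called higher by both tests at day 3 (0.45, camera adjusted p 0.00913). At day 0 it had a median of −0.27, with 10 genes called lower and 3 higher, and was called by fry (adjusted p 0.00494) but not by camera (0.103). In cartilage the median was −0.21 over 15 genes, 0 of which were called. Neither test called the list there (camera adjusted p 0.0779, fry adjusted p 0.174).

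**Figure D4:**
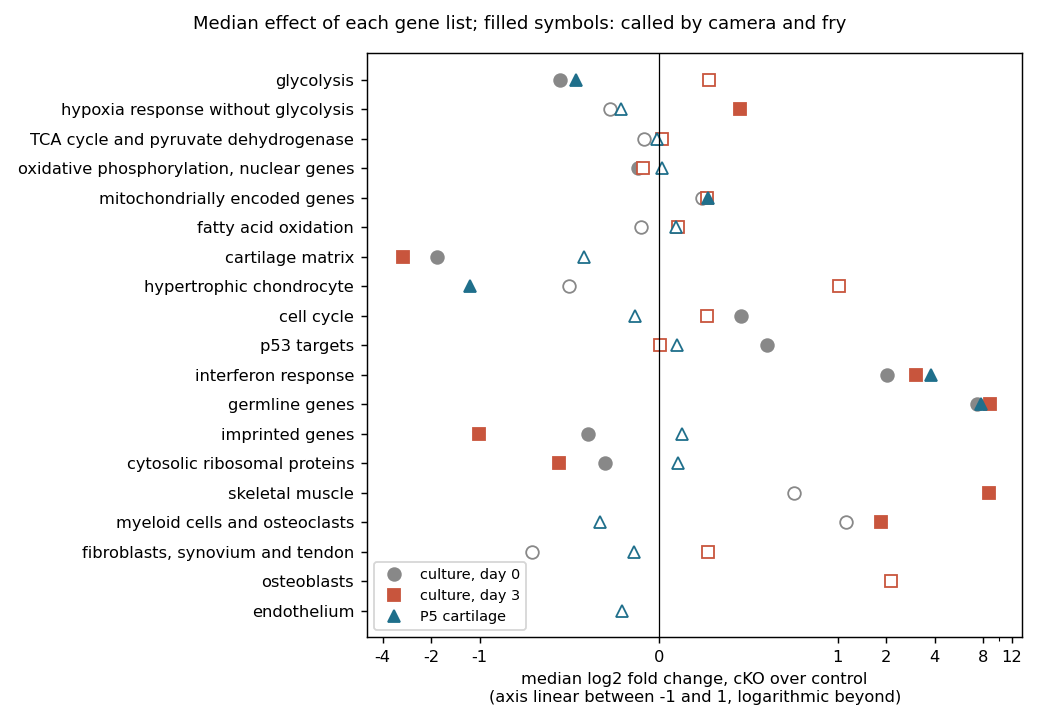
Median log2 fold change of each gene list in the 3 genotype comparisons, on an axis that is linear near 0 and logarithmic beyond, with filled points for lists called by both camera and fry. Germline and interferon lists were higher in all 3, and cartilage matrix was lower in all 3.

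Cartilage matrix genes were lower in every setting. At day 0 the median was −1.85 over 20 genes (camera adjusted p 1.75e-21), with 19 called lower. At day 3 it was −2.98 (camera adjusted p 6e-08), with 17 called lower, and 18 called when adjusted over the list alone. In cartilage it was −0.42 (camera adjusted p 1.69e-06, fry adjusted p 0.109), with 4 called lower and 9 when adjusted over the list alone. Col2a1 fell from 99340 ± 2969 to 41500 ± 4182 CPM at day 0 (SD, n = 3) and from 73500 ± 3996 to 8387 ± 5365 CPM at day 3 (SD, n = 4). Acan fell by 1.40 and 2.78 on the log2 scale and Sox9 by 0.71 and 1.45. When all 14 culture samples were fitted together, none of these 3 was called at day 0 (adjusted p 0.0634 to 0.217). Sox9 at day 3 (adjusted p 0.0315) lost its call in 5 of the 8 fits that left out a replicate. In cartilage Col2a1 had a log2 fold change of −0.88 and was not called (adjusted p 0.0822). It was called under 5 alternatives, with adjusted p of 1.74e-11 to 0.0368. Matn1 (−0.93), Col9a3 (−0.83), Matn3 (−0.80) and Hapln1 (−0.73) were called lower, and all of these but Col9a3 lost their call in 5 of the 8 fits that left out a replicate.

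Hypertrophic chondrocyte genes moved both ways in treated cultures and were lower in tissue. At day 3 the median was 1.02 over 14 genes (camera adjusted p 0.336, fry adjusted p 0.0168), with 6 called higher and 3 lower. The day 3 score differed by 0.799 (exact permutation p 0.0286). It was 5.879 to 6.196 in cKO and 4.733 to 5.411 in control cultures. Spp1 (3.53), Alpl (2.87) and Mmp13 (2.71) rose, while Ihh (−2.88) and Panx3 (−2.37) fell. Col10a1 had a log2 fold change of 3.28 (adjusted p 0.0402) that rested on cKO replicate 4, since it was 0.82 (adjusted p 0.0804) without it. In cartilage all 12 genes tested were lower (median −1.14, camera adjusted p 2.89e-08), 7 were called, and 10 when adjusted over the list alone. These were Mmp13, from 204.4 ± 79.8 to 48.7 ± 49.0 CPM (SD, n = 4), Panx3 (−1.65), Col10a1 (−1.48), Ihh (−1.48), Alpl (−1.16), Pth1r (−0.80) and Runx2 (−0.66). The score differed by −1.24 (exact permutation p 0.114), and only the score of cKO replicate 2 (5.839) lay within the 5.783 to 6.610 of the controls. Of these 7, Panx3, Ihh and Pth1r (−0.42) were called lower at day 3 too, while Mmp13, Alpl and Col10a1 were called higher there. Each of the 7 but Panx3 lost its call in at least 1 of the 8 fits that left out a replicate, with the call of Mmp13 lost without cKO replicate 3 (adjusted p 0.0531) or 4 (0.0636). At day 0 the list was not called (−0.50, camera adjusted p 0.287).

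Germline genes were higher in every setting. At day 0 all 28 genes tested were called higher, with a fitted median of 7.30 that was 5.39 when genes at the floor were set to their bounds (camera adjusted p 1.54e-52). At day 3, 22 of 23 were called (8.81, and 4.95 with bounds), and in cartilage 6 of 7 (7.72, and 3.20 with bounds). Interferon response genes rose too, with medians of 2.02 at day 0 (camera adjusted p 5.2e-04), 3.05 at day 3 (9.98e-11) and 3.78 in cartilage (1.18e-62), where the median with bounds was 3.44. Of the interferon genes tested, 15 of 19, 20 of 20 and 15 of 16 were called higher. At day 0, 2 of them were called lower. Cytosolic ribosomal protein genes were lower in cultures, with medians of −0.30 and −0.56 and 72 of 76 called lower at each day, but not in cartilage (0.11, camera adjusted p 0.0779). Imprinted genes were lower at day 0 (−0.40, camera adjusted p 0.0015) and at day 3 (−1.01, 1.32e-04), and not called in cartilage (0.13, 0.937). Igf2, chosen after values were seen, fell from 12400 ± 390.5 to 1994 ± 257.6 CPM at day 0 (SD, n = 3). It was lower in the estimated counts of cartilage too, at 10190 ± 1237 CPM in control and 3561 ± 490.9 CPM in cKO samples (SD, n = 4 each). The whole-number counts held little of it, 24.6 ± 11.3 and 10.6 ± 4.82 CPM, so they say little on Igf2 in cartilage. The cell cycle list (0.46, camera adjusted p 3.41e-05) and p53 targets (0.61, 1.58e-05) were higher at day 0 and called in neither other setting.

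Lists for other cell types were tested because cultures and tissue can hold more than chondrocytes. Skeletal muscle genes at day 0 had a median of 0.75, with 5 of 9 genes called higher and 0 lower. The list was called by fry (adjusted p 1.88e-04) but not by camera (0.0606), and its scores of −1.44 to −1.26 in control and −0.489 to −0.257 in cKO cultures did not overlap (exact permutation p 0.1). At day 3 all 10 tested were called higher, with a fitted median of 8.73 and 7.94 with bounds (camera adjusted p 4.74e-07). Myod1 and Myog, chosen for day 3 after values were seen, were at least 154.3-fold and at least 236.4-fold higher there, though Myog was not called under limma-voom (adjusted p 0.0863). In cartilage the score of the muscle list differed by 0.719 (exact permutation p 0.0286). Myeloid and osteoclast genes were not called at day 0 (1.13, camera adjusted p 0.983) or in cartilage (−0.33, 0.0779). At day 3 they were called higher (1.87, 0.011), but not without cKO replicate 4 (1.66, 0.129). Camera called the list for fibroblasts, synovium and tendon in no setting (−0.70, 0.27 and −0.14), nor that for osteoblasts at day 3 (2.13, camera adjusted p 0.261) or that for endothelium in cartilage (−0.20, 0.197). Fry called the first pair of these at day 3: fibroblasts, with 4 genes called higher and 1 lower (fry adjusted p 0.00603), and osteoblasts, with 4 of 5 called higher and 1 lower (0.00312). Where fewer than 5 genes of a list were tested, only scores were compared, by exact permutation tests. Osteoblast scores differed by 0.655 at day 0 (p 0.1) and 0.0792 in cartilage (p 0.857), and endothelium scores by 0.770 at day 0 (p 0.1) and 0.306 at day 3 (p 0.0286). Red blood cell scores differed by −0.0382 (p 0.9), −0.136 (p 0.343) and −1.50 (p 0.0571) at day 0, at day 3 and in cartilage, in exact permutation tests. Adipocyte scores differed by 0.811 (p 0.1), 2.75 (p 0.0286) and 0.138 (p 0.543) in the same exact tests.

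**Figure D5:**
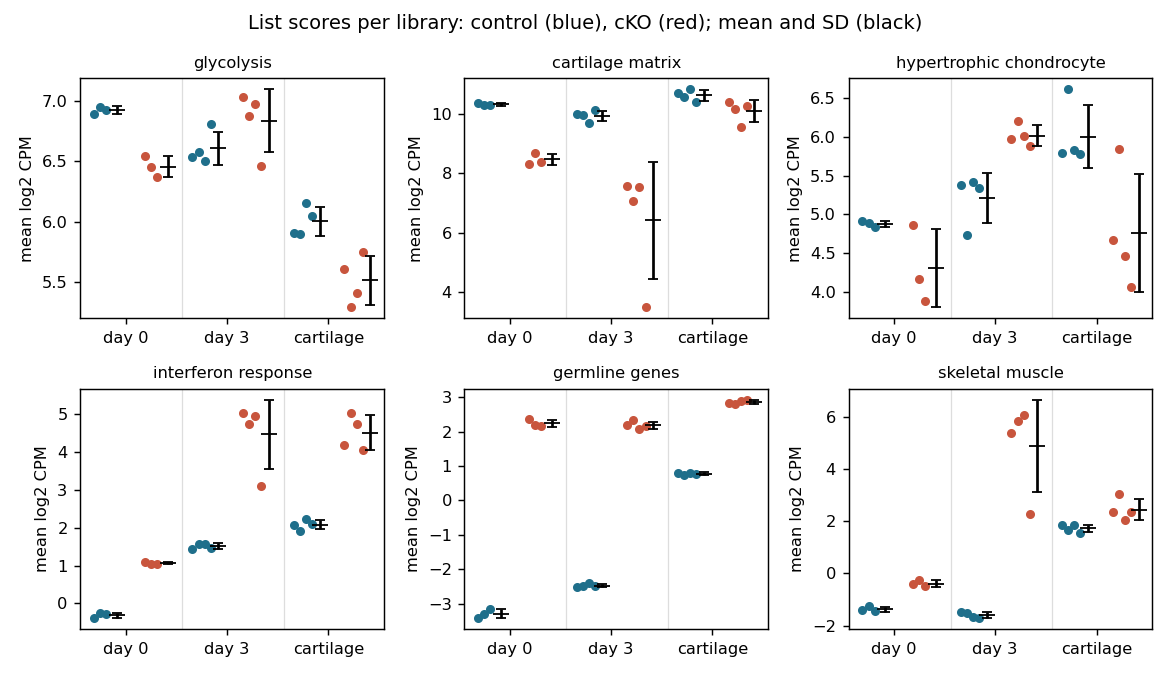
Mean log2 CPM of 6 gene lists in each library, blue for control and red for cKO, with the mean and SD of each group. The cartilage matrix score is lower in every cKO group, and the germline and interferon scores are higher.

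Whether the genotype effect differed between untreated and treated cells was tested in the fit of all 14 cultures. It differed for 2509 of 14909 genes, 1482 with a more positive effect at day 3 and 1027 with a more negative one. Without cKO replicate 4 of day 3 the count was 4051. The largest positive differences were of muscle genes, Myh2 (14.53), Myh1 (12.33), Mybpc1 (11.54), Xirp2 (10.65) and Trim72 (9.29), with adjusted p of 0.00441 to 0.0267. None of these 5 was called under limma-voom (adjusted p 0.0961 to 0.358). Without control replicate 1 of day 0, Myh2 (adjusted p 0.323), Mybpc1 (0.123), Myh1 (0.102) and Trim72 (0.0631) lost their call too. The largest negative differences were of Pcdhgc4 (−3.98), Cldn1 (−3.83), Lrrn3 (−3.81), Cd34 (−3.76) and Dlx1 (−3.69), and of these only Pcdhgc4 lost its call under limma-voom (adjusted p 0.201). It also lost its call in 7 of the 14 fits that left out a replicate, with adjusted p of 0.0517 to 0.0821. Of 18 lists, camera called 12, and 8 of these were also called by fry, but 0 held with the correlation estimated from the data. Among the 8 were glycolysis (median difference 0.78, camera adjusted p 1.27e-08, fry adjusted p 0.00422), the hypoxia response (0.75) and skeletal muscle (6.99).

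Changes from day 0 to day 3 were measured in each genotype. In control cultures 8476 of 14909 genes were called, 4183 higher and 4293 lower at day 3. In cKO cultures 9274 were called, 4830 higher and 4444 lower. Among the alternatives that kept the threshold, every count for these changes stayed within 1.5-fold of these values. In control cultures Grem1 rose from 18.9 ± 2.82 (SD, n = 3) to 2001 ± 314.2 CPM (SD, n = 4). Hsd11b2 (6.68) and Olfml2a (6.06) rose too, and Gm10800 was at least 236.3-fold lower and Thbs4 at least 56.0-fold lower. In cKO cultures Myl1 was at least 2974-fold higher, Myog at least 662.2-fold, Mb at least 525.4-fold and Chrng at least 192.4-fold, while Krt17 (−6.22) and F2rl1 (−5.70) fell. Under limma-voom Myog was not called for this change (adjusted p 0.0708). The cell cycle list was lower at day 3 in both genotypes, with medians of −1.96 in control (camera adjusted p 9.17e-07) and −2.12 in cKO cultures (2.7e-09). Neither test called the hypertrophic list in control cultures (0.89, camera adjusted p 0.51, fry adjusted p 0.0882), but both called it higher in cKO cultures (0.87, 0.0405 and 1.8e-04). Col10a1, chosen after values were seen, went from 1145 ± 21.7 to 44.1 ± 24.8 CPM in control and from 665.5 ± 90.9 to 428 ± 700.9 CPM in cKO cultures (SD, n = 3 and 4). Camera called 4 of 18 lists in control and 13 in cKO cultures. Fry called all of these, and 10 and 17 in all, but with the correlation estimated from the data 0 of the 4 and 0 of the 13 held.

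In cartilage the genotype effect was also compared between sexes, with 2 samples per sex and genotype. Only Xist passed, with a difference of −5.97 (SE 0.408, adjusted p 1.84e-06), and 468 of 9687 genes had an unadjusted p under 0.05. As plain CPM, Xist was 2.12 and 3.40 in male controls and 389.4 and 327.5 in male cKO samples. It was 523.7 and 527.8 in female controls and 1115 and 1142 in female cKO samples. The summed CPM of the 4 Y-linked genes was 195.7 and 256.7 in male controls and 315.8 and 317.9 in male cKO samples, and at most 2.57 in any female sample.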

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

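Except where stated next, the tests of explanations given here were chosen only after the result was seen. Chosen before were the test at day 3 of genes outside the seed genes that carry the shared sequence, and the counts over other splits of the libraries. The test of ribosomal protein genes against transcript length was also chosen before. The comparisons of genotype effects between days and between sexes belonged to the design fixed beforehand. The split into genotypes gave the largest count of called genes at day 0 among the 10 splits of the 6 libraries (1 of 10), a design that cannot give a smaller share. At day 3 it was 1 of 35 splits, with at most 4 genes called in any other, and in cartilage 1 of 34, with at most 2. For the genes called in all 3 settings it was 1 of 100 splits drawn, but 0 genes were called in any other split of day 0. A draw with such a split had to give 0, so this result adds little to those of the single settings. Camera's count of lists was different: 8 of 10 splits at day 0, 16 of 35 at day 3 and 21 of 34 in cartilage called as many lists as the genotypes did. Most of these splits exchanged a single cKO library and so still held part of the genotype contrast: all 7 others that reached the count at day 0, 13 of the 15 others at day 3 and 15 of the 20 others in cartilage. Of the splits that exchanged a pair of cKO libraries, and so balanced the genotypes, 2 of 18 at day 3 and 5 of 17 in cartilage called as many lists. The count of lists could thus be reached in part without a genotype contrast, by genes of a list that vary together, and it is weak evidence on its own. At day 0 no balanced split exists.

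A sample stood far from the others of its group of 4 in 28 of 254 tests, where chance gives 12.7. These were 9 of 84 list scores (4.2 by chance), 19 of 166 genes (8.3 by chance) and 0 of 4 library totals. The measure is the gap to the nearest other sample over the range of the group, compared with Dixon's 95% critical value. Gene values here are plain CPM, without the TMM factors.

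Replicate 4 of the cKO cultures at day 3 accounted for 5 list scores and 6 genes. Its score was 3.50 for cartilage matrix against 7.08 to 7.56 in the other 3 (gap 0.8819) and 3.10 for the interferon response against 4.74 to 5.03 (0.8485). It was 6.25 for p53 targets against 6.03 to 6.06 (0.8643), 2.33 for myeloid cells against 1.66 to 1.76 (0.855) and 5.73 for fibroblasts against 6.06 to 6.12 (0.8444). Col10a1 was at 1384 CPM there against 61.1 to 108.4 (0.9643), and Noct at 40290 against 20780 to 23240 (0.8741). Slc38a6 was at 14920 against 8032 to 8980 (0.8624) and Serpinb1c at 65.3 against 43.6 to 44.7 (0.947). Ihh was at 0.459 against 1.37 to 1.47 (0.9056) and Panx3 at 16.1 against 43.5 to 47.1 (0.8853). Library depth is argued against, since its total count, 17.45 in units of 10 to the sixth power, lay within the 14.43 to 18.92 of the other day 3 libraries. A library of another genotype is argued against too: its Dnmt1 level was 10.83 CPM, below the lowest control at 62.96, and its germline score was 2.15 against at most −2.40 in controls. This library also had the lowest muscle score of its group, 2.29 against 5.39 to 6.05. Scaled by the TMM factors, its Dnmt1 level was the lowest of the cKO cultures at day 3 too, 11.6 CPM against at most 36.4. The 16 genes that shared sequence took 9.13% of its counts, against 4.88 to 5.54% in the other cKO cultures of day 3. A different mixture or stage of cells in this culture could produce such a pattern but was not tested, and the labels give no litter, sex or date that could separate it. Sex as the whole cause is argued against by the summed plain CPM of the 4 Y-linked genes, 278 here and 255.3 in replicate 1. Replicate 1 had a chi-square per degree of freedom of 138.7 with this library, against 11.62 and 7.894 with replicates 2 and 3.

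The other distant samples of day 3 were single cases. Control replicate 2 had a hypertrophic score of 4.73 against 5.33 to 5.41 (0.8864), and control replicate 1 a cell cycle score of 5.10 against 4.33 to 4.44 (0.8601) and Tet1 at 16.8 CPM against 26 to 26.84 (0.9166). Sfrp5 was at 10.9 CPM in control replicate 4 against 6.58 to 6.92 (0.9214), and Tet2 at 28.97 in cKO replicate 1 against 21.2 to 22.4 (0.8508). No explanation was tested for these.

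In cartilage, cKO replicate 2 was distant for 4 genes. Mmp13 was at 121.1 CPM there against 17.3 to 31.9 (0.859), Mmp9 at 21.8 against 0.818 to 1.72 (0.9572), Ihh at 32.2 against 3.43 to 7.36 (0.8635) and Eno1 at 54.9 against 72.8 to 75.5 (0.8697). Control replicate 2 had a hypertrophic score of 6.61 against 5.78 to 5.82 (0.9516), Ihh at 53.6 CPM against 22.6 to 27.2 (0.8523) and Runx2 at 93.5 against 56.0 to 58.8 (0.9255). Both were male, as were the replicates 1, which did not show this. Control replicate 3 had a score of 7.79 for mitochondrially encoded genes against 7.55 to 7.59 (0.834) and Eno1 at 94.3 CPM against 129.2 to 130.1 (0.9751). Rgs5 was at 119.1 CPM in control replicate 4 against 41.6 to 53.6 (0.8455). D10Wsu102e was at 68.7 CPM in cKO replicate 1 against 38.3 to 42.04 (0.8778), and Dcaf8l at 68.6 in cKO replicate 3 against 81.0 to 82.8 (0.8756). The share of hypertrophic tissue in a dissected sample could differ between animals, but no test of dissection was possible here and no biological explanation was tested.

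The genotype effect differed between day 0 and day 3 for 2509 genes. Of 100 splits drawn, 3 gave as many, the real one included. The other two, with up to 4650 genes, relabelled 2 control libraries of day 0 and left day 3 as it was, so that they still held the genotype effect of day 3. For the change with time, no split but the real one reached the count in control cultures (1 of 35, at most 5178 in any other) or in cKO cultures (1 of 35, at most 5404). The lists that differed under both camera and fry were glycolysis (median difference 0.7757), the hypoxia response (0.7506), hypertrophic chondrocytes (0.437), p53 targets (−0.4017), imprinted genes (−0.4662), skeletal muscle (6.986), myeloid cells (1.688) and fibroblasts (1.281). The genes with the largest differences were Myh2 (14.53), Myh1 (12.33), Mybpc1 (11.54), Xirp2 (10.65), Trim72 (9.29), Pcdhgc4 (−3.98), Cldn1 (−3.83), Lrrn3 (−3.81), Cd34 (−3.76) and Dlx1 (−3.69). Day and BMP2 changed together, so which of them altered the genotype effect was not tested.

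The muscle genes at day 3 raised the question of muscle precursor cells carried over from dissection. Of 6 myoblast markers, 2 were called higher in cKO cultures at day 0, Megf10 (log2 fold change 2.92) and Cdh15 (at least 19.8-fold higher). Fgfr4 was lower (−1.16) and Chrna1 was not called (0.27). The values of Myf5, Pax7 and Chrna1 were known before the test, so that 3 of the 6 had not been seen, and 2 of these rose. As plain CPM at day 0, Myod1 had a mean of 0 in control and 11.3 in cKO cultures, Pax7 0 in both, and Myf5 0 and 0.0144. At day 3 Myod1 was at 0.0501 and 30.7, Myog at 0.0463 and 47.2, and Chrna1 at 0.258 and 42.3. Activation of muscle genes in the cultured cells and carried-over precursors that had lost Pax7 and Myf5 cannot be told apart, since no marker of a cell's origin was measured.

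Abundant genes that rose over 8-fold in cKO cultures shared sequence with each other. In the estimated counts of cartilage, not used for the main comparison, 16 of them took at least 11.24% of counts in every cKO library. Reads of a dispersed repeat assigned to transcripts that carry a copy are a candidate explanation. At day 3, 39 other genes whose transcripts carry the sequence had a median log2 fold change of 1.122, against a median of 0.0149 for expression-matched lists, whose central 95% ended at 0.216. Of the 39, 24 were called higher and 4 lower. More transcription of each host gene as the cause is argued against: for 6 of the genes in cartilage the median was 6.361 in estimated counts and 0.8116 in whole-number counts, while the median of all genes differed little (−0.0206 and 0.00516). Noct kept a log2 fold change of 2.87 in the whole-number counts and Sirt5 of 1.76, so part of the rise of these genes stays open. Which repeat this is was not tested.

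Xist differed between the sexes by −5.97, because it rose from a low level in male cKO cartilage. Female tissue or libraries mixed into the male cKO libraries are argued against. Xist in male cKO samples was 31.8% of that in female cKO samples, so mixing predicted Y-linked genes at 0.682 of the male control level, and they were at 1.401 of it. A pool difference that scales Xist alike in both sexes is argued against by the difference of −5.972 (SE 0.408), since Xist was 129.9 times as high in cKO as in control males and 2.146 times in females. Background counts in every library of pool 2 are argued against as well: 10365 genes at the floor in all control libraries had a median of 0.409 CPM in male cKO libraries, within the floor. Reads carried over between libraries of pool 2 are argued against, because the Y-linked sum in female cKO libraries was at most 0.812% of that in male cKO libraries, where Xist reached 31.8% of the female level. Expression of Xist in male cells after loss of Dnmt1 stays as a hypothesis, from 2 male samples per genotype. For the smaller rise in females, the pool and the genotype cannot be told apart, since each pool held libraries of 1 genotype.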

How the results depend on the processing

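Besides the values as reported, 210 results for single genes and lists were recomputed under the alternatives. Of the resulting values, 2787 kept their direction and side of the threshold, 150 lost the threshold, 36 gained it and 30 changed direction. Among the results that answer a comparison, 421 values stayed, 30 moved, 9 lost the threshold, 4 gained it and 1 changed direction. The cause was not tested for any change below unless one is given. Dnmt1 stayed lower and called in all 3 settings under every alternative run, but its fall in cartilage was smaller in the estimated counts (−0.782, adjusted p 0.0108, against −1.66).

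Requiring an absolute log2 fold change of at least 1 lowered the counts by construction, to 2498 at day 0, 2690 at day 3, 238 in cartilage, 1103 for the interaction, 2863 and 3405 for the change with time in control and cKO cultures, and 82 for the shared genes. Fitting all 14 cultures together gave 6260 calls at day 0, of which 6208 were among the 10023, and 8622 at day 3. The noisier day 3 samples then enter the estimate of spread. Without an expression filter, cartilage had 1044 calls and the comparison between sexes 33, and with a filter at 1 CPM the latter had 2. DESeq2 gave 436 calls in cartilage, of which 64.7% were higher, against 277 higher of 544 in the reported test, and 316 of the 544 (58.1%) were called in both. In the estimated counts of cartilage 733 genes were called, and 395 of the 544 (72.6%) kept their call and direction.

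With the correlation of camera estimated from the data, the lists called fell to 0 at day 0, 1 at day 3 and 2 in cartilage, with 3, 2 and 3 lists at an unadjusted p under 0.05. For the interaction and for the change with time in control and cKO cultures, 0 of 12, 0 of 4 and 0 of 13 lists held. The medians do not change under this setting, but the lists no longer called included glycolysis (−0.5533 at day 0, −0.46 in cartilage), oxidative phosphorylation (−0.1174 at day 0), cartilage matrix (−1.848 at day 0, −2.977 at day 3, −0.4184 in cartilage) and the hypertrophic list (−1.142 in cartilage). Their adjusted p were 0.253 to 0.506. Fry called 11 lists at day 0, the hypoxia response and skeletal muscle among them (−0.2692 and 0.7535), and 13 at day 3. Gained at day 3 were the hypertrophic list (1.024, adjusted p 0.0168), mitochondrially encoded genes (0.2717), fatty acid oxidation (0.1067), fibroblasts (0.2744) and osteoblasts (2.13). In cartilage fry gained no list and did not call cartilage matrix (−0.4184, adjusted p 0.109). With a filter at 1 CPM, oxidative phosphorylation was not called at day 0 (−0.1007, adjusted p 0.0791).

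DESeq2 lowered the correlations of log2 fold changes. Between day 0 and day 3, Pearson's r was 0.597 and Spearman's rho 0.5163, and r was 0.3755 between day 0 and cartilage and 0.3322 between day 3 and cartilage. It fits more genes with low counts. A filter at 1 CPM gave r of 0.8478 between the days, and genes with a mean log2 CPM of at least 3 gave 0.848 and a rho of 0.7051.

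Leaving out each replicate gave 1591 (without control replicate 2 of day 0) to 4051 genes (without cKO replicate 4 of day 3) for the interaction. In cartilage it gave 362 (without cKO replicate 4) to 630 genes (without cKO replicate 2). The hypertrophic list at day 0 ranged from −0.6727 to −0.1071, and oxidative phosphorylation from −0.1365 to −0.05463 at day 3 and from −0.006838 to 0.04134 in cartilage, where camera's direction changed without cKO replicate 4. Pearson's r between the days ranged from 0.8126 to 0.8225. Its jackknife SE, from leaving out each library in turn, was 0.011. The correlations with cartilage were less stable. Between day 0 and cartilage the jackknife SE was 0.0577 for r and 0.0661 for rho, and between day 3 and cartilage 0.0883 and 0.0973. Leaving out replicates for the shared genes was chosen after seeing the data, as were the estimated counts for lists and for Dnmt1.

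Changes of direction concerned values near 0 or not called, except for Rab3gap1 in cartilage, which was at 3.97 in the estimated counts (adjusted p 4.88e-10). Dnmt3a at day 0 was at 0.01347 with the filter at 1 CPM and 0.000207 in the fit of all cultures, and ranged from −0.05414 to 0.02169 without single replicates. In cartilage the ranges without single replicates were −0.154 to 0.02941 for Tet2, −0.4482 to 0.09078 for Tet3 and −0.000526 to 0.3731 for D10Wsu102e. For lists, the direction is that of camera, and medians can keep their sign. The myeloid list at day 0 ranged from 0.9976 to 1.205, the tricarboxylic acid cycle list from −0.0276 to 0.06417 at day 3 and from −0.05901 to 0.03772 in cartilage, and the cell cycle list at day 3 from 0.09173 to 0.536, with 0.2705 under fry. In cartilage, fatty acid oxidation was at 0.06613 with the filter at 1 CPM and 0.0251 in the estimated counts, with a range of −0.09064 to 0.2006. Imprinted genes in cartilage were at 0.08518 and 0.02739 under the same settings, with a range of 0.02735 to 0.2887.

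Replicates of control and cKO samples shared numbers, but nothing in the labels pairs them. Correlations between samples of the same number exceeded 0.1 in 0 of 3 pairs at day 0, 0 of 4 at day 3 and 0 of 4 in cartilage. With the replicate number as a block, 9724, 5391 and 576 genes were called at day 0, at day 3 and in cartilage, 1554 for the interaction, and 8241 and 9011 for the change with time. In this block fit Col10a1 at day 3 was at 1.761 (adjusted p 0.232) and Pkm in cartilage at −0.4582 (0.0572). The muscle list at day 0 (0.7601, 0.0472) and the myeloid list in cartilage (−0.3895, 0.0101) passed the threshold. The block also changed camera's direction for the myeloid list at day 0 (1.139) and the tricarboxylic acid cycle list at day 3 (0.01391).

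Depth was lowest in cartilage, where 7 of 27 listed germline genes passed the filter against 28 of 29 at day 0. Whether depth alone caused this was not tested.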

Other observations

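Except for the test of ribosomal protein genes against transcript length, the tests of explanations given here were chosen only after the result was seen. Library pool and genotype were confounded in cartilage. The culture libraries were made separately, so a gene changed by the pool alone would be called the same way in both cultures no more often than genes matched on expression. Of 241 rising cartilage genes tested in all 3 settings, 51.87% were called higher in both cultures, against a median of 14.9% and at most 23.7% in 10000 matched lists. Of 258 falling genes, 39.53% were called lower in both, against a median of 23.6% and at most 32.6%. A pool difference as the whole cause is argued against by both shares. The prediction had been that most of the genes would recur, and for falling genes fewer than that did. For the other 317 called genes of cartilage, 45 of which were not tested in both cultures, the pool and the genotype cannot be told apart, since each pool held libraries of 1 genotype.

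Ribosomal protein genes have short transcripts, with a median length of 648.5 bp against 1682 bp for all genes tested, so a trend with transcript length was a technical explanation for their fall at day 0. Of 10000 lists matched on expression and length, 0.64% had a median at or below their −0.302. The matched lists had a median of −0.178, so length and expression may account for part of the fall. A length trend as the whole cause is argued against.

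Glycolysis genes have many pseudogenes, and reads shared with such copies could be missing from the whole-number counts of cartilage. Gapdh, chosen after values were seen, was at 18.1 ± 1.68 CPM in control and 15.5 ± 5.25 CPM in cKO samples there (SD, n = 4 each). The estimated counts held far more of it, 1078 ± 56.3 and 995.4 ± 168.8 CPM. The whole-number counts therefore nearly lacked this gene. In the estimated counts the list was lower too, with a median of −0.4199 over 22 genes (camera adjusted p 3.42e-04). Loss of shared reads as the cause of the fall is therefore argued against. Of the genes, Eno1 moved to −0.36 in the estimated counts, so its own fall may depend in part on the table.

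Globin and osteoclast genes were among the lower genes in cKO cartilage, for example Hbb-bs (log2 fold change −1.92, adjusted p 0.0231, chosen after values were seen), Acp5 (−3.42) and Mmp9 (−4.59). Hbb-bs lost its call in 3 of the 8 fits that left out a replicate: without control replicate 2 (−1.71, adjusted p 0.0602), control replicate 4 (−1.80, 0.0599) or cKO replicate 4 (−1.59, 0.065). Less blood, marrow and bone tissue in the cKO samples is a candidate explanation. Of 4 lists, for red cells, myeloid cells, osteoblasts and endothelium, 0 passed the exact permutation test at 0.05, and 3 of 4 were below control. Less of these tissues and a change of these genes within cells cannot be told apart, because the scores varied too much among the 4 samples of each genotype. They also rested in part on genes with few counts. The expression filter was passed by 4 of 7 red cell genes, 5 of 12 myeloid, 1 of 7 osteoblast and 5 of 7 endothelium genes.

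The culture labels gave no sex. The summed plain CPM of the 4 Y-linked genes at day 0 was 2.91, 4.3 and 216.6 in control replicates 1 to 3 and 14.8, 15.0 and 205.6 in cKO replicates 1 to 3. At day 3 it was 5.27, 226.6, 263.4 and 4.87 in control replicates 1 to 4 and 255.3, 30.02, 20.9 and 278 in cKO replicates 1 to 4. Xist was not listed in the culture tables.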
